A study of Mus musculus with 8 samples.

How the data were processed

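Transient transcriptome sequencing (TT-seq), which labels newly made RNA with 4-thiouridine for a short pulse, was measured in E14 mouse embryonic stem cells. The pulse was 15 min with 400 µM 4-thiouridine, and labelled RNA was fragmented, biotinylated, captured on streptavidin beads and made into strand-specific libraries, per the labels' protocols. The 8 libraries fell into 4 groups of 2 replicates by their sample titles, and the replicate numbers were taken from the same titles.

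The authors deposited one table of normalized read counts for 16940 genes, with a column per library, a versioned Ensembl gene ID and a gene symbol. The aligner, the counting program, the genome build, the annotation release and the way the library factors were estimated are not stated in the labels. In the deposited values 100% of entries of each library were whole multiples of a single step, so, from the values, the table holds whole reads divided by one factor per library. Dividing by the step gave the number of reads behind each value. Each listed gene had at least 10 reads in at least 2 libraries. Median-of-ratios factors recomputed over the listed genes differed from the deposited scale by factors of 0.976 to 1.04, so the authors' factors were kept as the main scale and the recomputed ones were an alternative. Because the values are normalized and the recovered reads are a back-calculation, no count model was used as the main test. The table had 0 columns of samples outside the series.

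Of the gene IDs, 16917 were found in GENCODE M21 on GRCm38, and 16418 (96.9%) had the same version there. Positions and biotypes are those of GENCODE M21 on GRCm38, looked up by gene ID, because the authors' own build is not stated. Named genes are protein-coding in that annotation unless another biotype is given. GC content was taken over each gene body from the GRCm38 sequence. The Ctcf and Sox2 genes and the 58 listed clustered protocadherin genes were not analysed here, so the planned values for Ctcf in each library were not computed.

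Depth ran from 15671114 to 21561141 recovered reads per library. One recovered read was worth 0.836 to 1.19 normalized reads, depending on the library, so a gene near the minimum mean of 10 rests on few reads. The labels mention no molecular identifiers, so reads may include copies of one molecule and counting error is the least error that a value can have.

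The main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), fitted with 1 coefficient per group to all 8 libraries (4 residual degrees of freedom), with empirical Bayes moderation and a mean-variance trend. Genes with a mean of at least 10 over the 8 libraries were tested, which left 15818. Benjamini-Hochberg adjustment was applied over the tested genes within each of 6 comparisons, with a threshold of 0.05. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. All adjusted p-values are from this limma fit unless another test is named. Sets of genes were tested with limma's rotation test fry, two-sided, with Benjamini-Hochberg adjustment over the 8 list and comparison pairs or over the 2 sets of genes changed by IAA. The adjustment over the 2 sets was chosen after the data were seen. The p-values of fry come from rotations of the residuals of the 8 libraries. The test fry does not use the median of a set, so its call does not test the sign of the median given beside it.

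The control line with IAA enters both the IAA effect and each rescue comparison, so choosing genes in one and measuring them in the other would turn noise into an apparent reversal. For the reversal estimate, genes with an absolute log2 fold change of at least 1 were therefore chosen in the libraries of one replicate number and measured in those of the other, and both directions were averaged. The sign of each gene was aligned to its change with IAA in the choosing libraries. On simulated reads for the same 15818 genes, 200 genes were changed with IAA by an absolute log2 fold change of at least 1. All groups had a common dispersion and no shift between replicates. The test called 91.5% of changed genes and 7 unchanged ones, and it called 0 genes where nothing had changed. These rates do not cover smaller changes or a group with a larger spread than the others. The reversal estimate gave 55.5% where the simulated reversal was 50% and -1.39% where it was 0%.

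Genes named in the main Results were chosen by a rule fixed before the data were examined. In each of the 4 comparisons of IAA, wild-type rescue, mutant rescue and mutant against wild type, these were the 3 highest and 3 lowest log2 fold changes among genes past the threshold. Such a gene also had a mean of at least 50 over the 8 libraries and no overlap between the libraries of the 2 groups. Members of the fixed pluripotency and cohesin lists past the threshold were named as well. Genes named only in the additional observations at the end were not chosen by this rule. The alternatives fixed at the same time were pseudocounts of 0.5 and 10, no filter, a minimum mean of 50, median-of-ratios rescaling, rescaling to the same total, only the 2 groups compared, no mean-variance trend, the replicate number as a block, and leaving out each library in turn. The pairing by replicate number comes from the sample titles. Chosen after the data were seen were limma-voom on the recovered reads with the authors' factors, and a correction of each library for GC content and gene length by natural splines with 5 degrees of freedom, with and without the block. Figures were drawn with matplotlib 3.10.9.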

Results

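Nascent transcription was profiled by TT-seq in mouse embryonic stem cells of the E14 line in which CTCF, a DNA-binding protein that anchors chromatin loops, carries an auxin-inducible degron (AID). The degron allows the tagged protein to be removed by adding the auxin IAA. A control overexpression line was measured without IAA and after 12 h of IAA. Lines that overexpressed wild-type CTCF or a mutated CTCF, whose mutation the labels do not name, were measured after 12 h of IAA. Each of the 4 groups had 2 replicates. The untreated control libraries had 21372946 and 21335071 recovered reads, and those of the control with IAA 15671114 and 17187354. The wild-type CTCF libraries had 21561141 and 18258598 reads, and the mutated CTCF libraries 18247323 and 19566201.

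Replicates resembled each other more than they resembled other groups. Pearson's r of log2 values across genes was 0.995 to 0.996 between the 2 replicates of a group and 0.983 to 0.990 between libraries of different groups. A chi-square test of the recovered reads over genes with at least 50 reads gave 1.34 per degree of freedom for the untreated control, 1.44 for the control with IAA, 3.35 for wild-type CTCF and 1.65 for mutated CTCF. The libraries of each pair differed by more than counting error, so neither repeats the values of the other. They were counted as separate samples because the labels name them as replicates (n = 2 per group), and the test does not tell separate cultures from repeated libraries of one RNA. The median absolute difference between replicates was 0.084 to 0.10 on the log2 scale. In all 4 groups the second replicate lay slightly higher, by a median of 0.026 to 0.050. After removal of the group means, the deviations of same-numbered libraries had a mean correlation across genes of 0.0037 over the 6 pairs of groups (range -0.022 to 0.028). A correlation across genes cannot see a shift common to all genes. Taken about 0, which keeps such a shift, it was 0.025 (range 0.0040 to 0.046).

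The first comparison, IAA against no IAA in the control line, asks which genes change with IAA, which is meant to deplete CTCF. The loss of CTCF was not measured here, and no line without the degron was given IAA. The changes may therefore include effects of IAA itself. Of 15818 genes tested, 5967 passed an adjusted p-value of 0.05, of which 3062 were higher and 2905 lower with IAA. With the replicate number as a block, 6423 genes passed (3282 higher and 3141 lower; pairing check 0.0037, and 0.025 about 0). After median-of-ratios rescaling, which removes a shift common to all genes, 6431 genes passed without the block and 6447 with it. The median log2 fold change over all genes was -0.0017 with a median standard error per gene of 0.10. Rescaling to the same total changed the share of higher genes among those past the threshold from 51.3% to 38.5%. Leaving out the mean-variance trend moved the count most, to 3946. An absolute log2 fold change of at least 1 was reached by 686 genes, 369 higher and 317 lower (329 and 360 with equal totals), and by 282 genes with a minimum mean of 50, the alternative that moved this count most.

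Among the genes that fell most, Cc2d2a (ENSMUSG00000039765.15, chromosome 5, 43662346 to 43740972, GRCm38, protein-coding) went from 386 ± 7.2 normalized reads (SD, n = 2) without IAA to 20.99 ± 6.1 with IAA. Its log2 fold change was -4.17 (SE 0.15, adjusted p = 1.1e-24). Itga9 (ENSMUSG00000039115.13, chromosome 9, 118606690 to 118901003) fell from 134 ± 1.1 to 10.9 ± 0.20 normalized reads, a log2 fold change of -3.51 (SE 0.23, adjusted p = 9.2e-16). Col27a1 (ENSMUSG00000045672.15, chromosome 4, 63214004 to 63334991) fell from 94.2 ± 5.1 to 7.47 ± 1.2, a log2 fold change of -3.50 (SE 0.23, adjusted p = 4.4e-16). Among genes that met the naming rule, the largest rise was at Cyp1a1 (ENSMUSG00000032315.6, chromosome 9, 57687928 to 57703824), from 9.34 ± 0.20 to 152 ± 12 normalized reads. Its log2 fold change was 3.89 (SE 0.18, adjusted p = 1.3e-20). Pde4b (ENSMUSG00000028525.16, chromosome 4, 102087543 to 102607259) rose from 57.2 ± 7.8 to 734 ± 41, a log2 fold change of 3.66 (SE 0.099). Zcwpw2 (ENSMUSG00000032443.17, chromosome 9, 117876000 to 118040259), annotated as a transcribed unprocessed pseudogene, rose from 150 ± 24 to 1424 ± 31, a log2 fold change of 3.25 (SE 0.075). The counting of reads shared between copies is not stated, so the level of Zcwpw2 is uncertain. Of the 5967 calls, 0 changed sign in the 4 fits that each left out one library of these groups. The calls were made with these same libraries, which favours a kept sign.

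**Figure D1:**
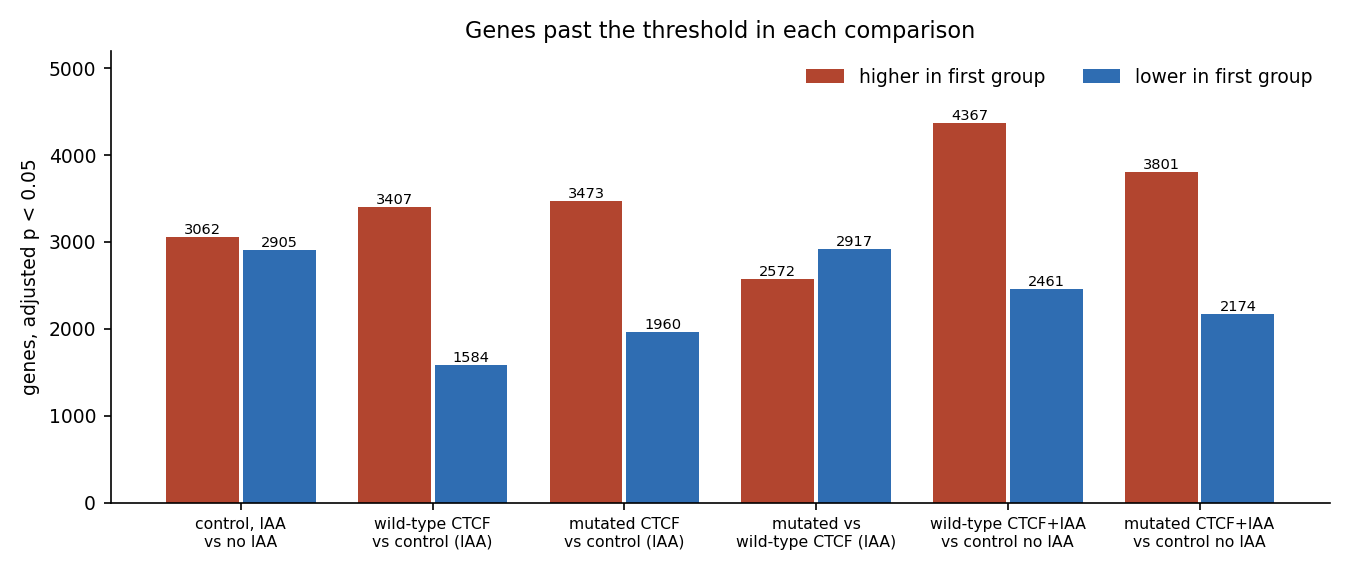
Bars give the number of genes with an adjusted p-value under 0.05 in limma for each of 6 comparisons, higher (red) or lower (blue) in the first-named group. Calls are near balance for IAA (3062 higher, 2905 lower) and lean higher for wild-type CTCF against control (3407 higher, 1584 lower) on the authors' scale.

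The second comparison, wild-type CTCF against the control line, both with IAA, asks what differs where wild-type CTCF is re-expressed. The level of CTCF was not measured here. It called 4991 genes, 3407 higher and 1584 lower, and 5532 with the replicate block (3773 higher and 1759 lower; pairing check 0.0037, and 0.025 about 0). After median-of-ratios rescaling 5061 passed without the block and 5082 with it. Of the called genes, 68.3% were higher on the authors' scale, 58.7% with libraries rescaled to the same total and 50.3% after median-of-ratios rescaling, which centres the changes near 0 by construction. The median log2 fold change over all genes was 0.057 on the authors' scale and 0.0010 after that rescaling. An absolute log2 fold change of at least 1 was reached by 307 genes, 175 higher and 132 lower, with the split moving to 153 and 159 after median-of-ratios rescaling and to 78 and 19 with a minimum mean of 50. The 3 highest genes by the naming rule were all strongly lowered by IAA. Cc2d2a rose to 227 ± 13 normalized reads (log2 fold change 3.40, SE 0.15, adjusted p = 6.0e-21) and Col27a1 to 85.7 ± 6.2 (3.36, SE 0.23, adjusted p = 4.9e-15). Rnf144a (ENSMUSG00000020642.13, chromosome 12, 26300964 to 26415254) rose from 13.01 ± 4.9 to 115 ± 16, a log2 fold change of 3.08 (SE 0.20, adjusted p = 1.6e-15). On the lower side, Zdhhc19 (ENSMUSG00000052363.8, chromosome 16, 32496265 to 32561966) fell from 505 ± 30 to 203 ± 18, a log2 fold change of -1.31 (SE 0.10, adjusted p = 2.6e-13). Gxylt2 (ENSMUSG00000030074.9, chromosome 6, 100704734 to 100810913) fell from 195 ± 8.4 to 80.3 ± 0.14, a log2 fold change of -1.27 (SE 0.15, adjusted p = 8.9e-09). Gm10800 (ENSMUSG00000075014.1, chromosome 2, 98666547 to 98667301) had the lowest log2 fold change by that rule, -2.06 (SE 0.23), but its 2 wild-type libraries stood apart, at 21.9 and 53.5 normalized reads against 145.8 ± 0.68 in the control with IAA. How reads that map to more than one place were counted is not stated, so the level of Gm10800 is uncertain too.

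The third comparison asks the same of mutated CTCF. Against the control line with IAA, 5433 genes passed, 3473 higher and 1960 lower, and with the replicate block 5920 passed (3797 higher and 2123 lower; pairing check 0.0037, and 0.025 about 0). After median-of-ratios rescaling 5388 passed without the block and 5380 with it. Of the called genes, 63.9% were higher on the authors' scale, 55.7% with libraries rescaled to the same total and 50.2% after median-of-ratios rescaling. The median log2 fold change over all genes was 0.055, and 431 genes reached an absolute log2 fold change of at least 1, of which 145 were higher and 286 lower. Rnf144a rose to 95.6 ± 20 normalized reads (log2 fold change 2.82, SE 0.20) and Cc2d2a to 141 ± 8.9 (2.72, SE 0.15). Man2b2 (ENSMUSG00000029119.9, chromosome 5, 36806921 to 36830653) rose from 13.7 ± 2.5 to 69.2 ± 21, a log2 fold change of 2.24 (SE 0.21, adjusted p = 5.1e-11). Cyp1a1 fell from 152 ± 12 to 30.4 ± 1.7, a log2 fold change of -2.29 (SE 0.18, adjusted p = 4.6e-13). Hivep3 (ENSMUSG00000028634.17, chromosome 4, 119733784 to 120138045) fell from 402 ± 28 to 97.6 ± 2.4, a log2 fold change of -2.03 (SE 0.10, adjusted p = 7.8e-19). Stra8 (ENSMUSG00000029848.11, chromosome 6, 34920163 to 34939344) fell from 906 ± 4.0 to 228 ± 10, a log2 fold change of -1.99 (SE 0.079, adjusted p = 2.1e-22).

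Mutated and wild-type CTCF, both with IAA, were then compared directly. They differed at 5489 genes, 2572 higher and 2917 lower with mutated CTCF, and at 5981 with the replicate block (2845 higher and 3136 lower; pairing check 0.0037, and 0.025 about 0). After median-of-ratios rescaling 5983 passed without the block and 5980 with it. The median log2 fold change over all genes was -0.0087, and 618 genes reached an absolute log2 fold change of at least 1, with 197 higher and 421 lower. Cyp1a1 stood at 303 ± 15 normalized reads with wild-type CTCF and 30.4 ± 1.7 with mutated CTCF (log2 fold change -3.27, SE 0.18, adjusted p = 1.4e-17). Wls (ENSMUSG00000028173.10, chromosome 3, 159839672 to 159938664) stood at 331 ± 36 and 64.4 ± 5.4, a log2 fold change of -2.34 (SE 0.12, adjusted p = 9.1e-19). Ebf1 (ENSMUSG00000057098.14, chromosome 11, 44617317 to 45008091) stood at 1199 ± 9.0 and 244 ± 5.5, a log2 fold change of -2.29 (SE 0.068, adjusted p = 1.4e-26). In the other direction, Vmn2r1 (ENSMUSG00000027824.5, chromosome 3, 64081547 to 64109484) stood at 32.2 ± 5.9 with wild-type and 184 ± 7.2 with mutated CTCF, a log2 fold change of 2.49 (SE 0.18, adjusted p = 2.6e-14). The long noncoding RNA genes Gm42951 (ENSMUSG00000105254.1, chromosome 5, 23330370 to 23347274) and Gm46392 (ENSMUSG00000114767.1, chromosome 13, 38710054 to 38908255) were higher with mutated CTCF by log2 fold changes of 1.79 (SE 0.15) and 1.73 (SE 0.16). None of the 18 genes chosen by the rule overlapped another gene of the table on either strand.

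**Figure D2:**
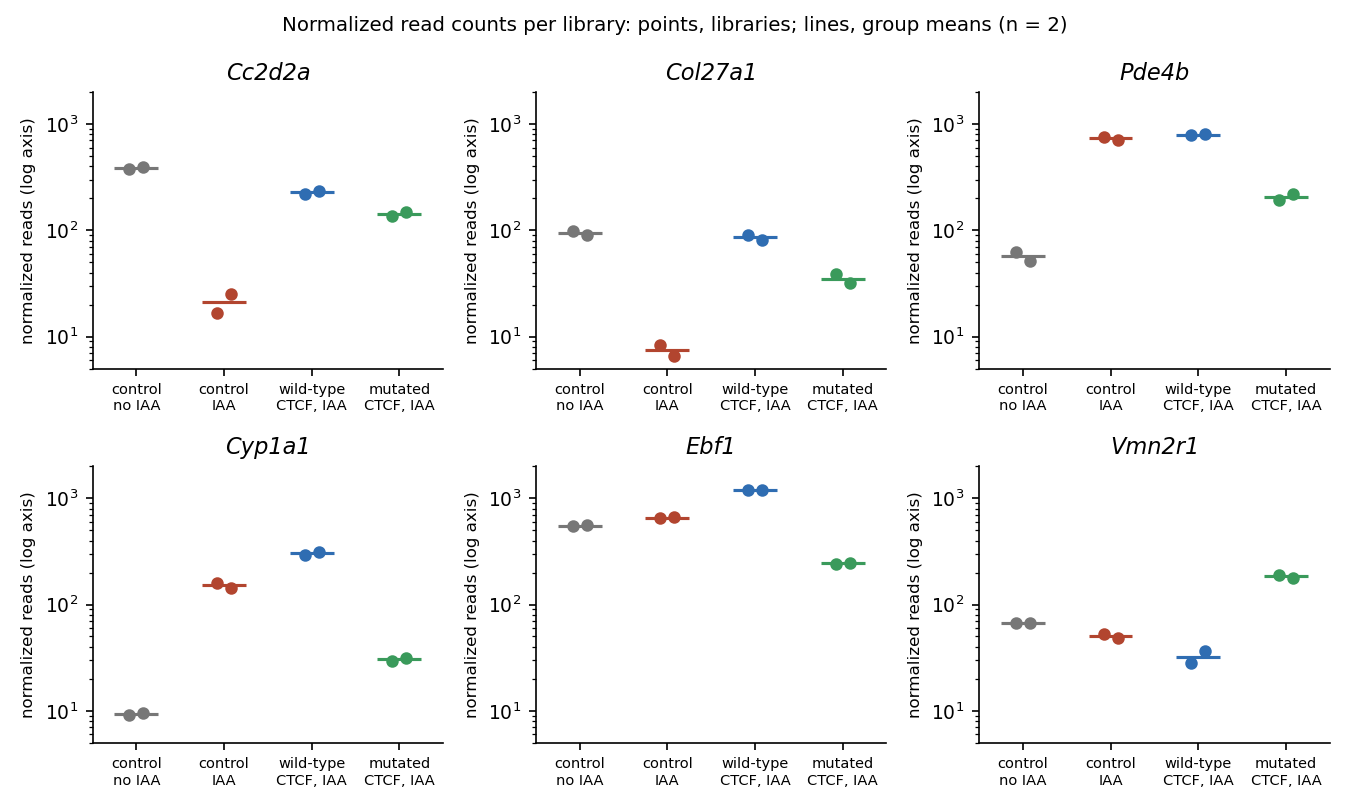
Each panel plots one gene's normalized read count on a log axis for the 4 groups, with a point per library and a line at the group mean (n = 2). Cc2d2a drops from 386 to 20.99 with IAA and stands at 227 with wild-type and 141 with mutated CTCF, while Cyp1a1 is at 303 with wild-type and 30.4 with mutated CTCF.

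The lines with re-expressed CTCF were also compared with the untreated control. Wild-type CTCF with IAA differed from it at 6828 genes (4367 higher, 2461 lower; 7237 with the replicate block, pairing check 0.0037, and 0.025 about 0). Mutated CTCF with IAA differed from it at 5975 genes (3801 higher, 2174 lower; 6397 with the replicate block). After median-of-ratios rescaling the counts were 7047 and 6026 without the block and 7064 and 6034 with it. The share of higher genes in these comparisons was 64.0% and 63.6% on the authors' scale. It was 51.8% and 52.1% after median-of-ratios rescaling, and 45.5% and 43.1% after rescaling to the same total. Pde4b, for example, stood at 57.2 ± 7.8 normalized reads in the untreated control, 793 ± 12 with wild-type CTCF and 207 ± 19 with mutated CTCF. Col27a1 did not differ between wild-type CTCF with IAA and the untreated control (log2 fold change -0.14, SE 0.23, adjusted p = 0.66).

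How far each CTCF form reversed the change seen with IAA was measured on genes chosen in one replicate and measured in the other. Choosing in replicate 1 gave 872 genes and choosing in replicate 2 gave 829. In the held-out libraries their aligned median change with IAA was 1.03 and 1.07 on the log2 scale. Against the control with IAA, the aligned median change with wild-type CTCF was -0.33 in both directions of the split. With mutated CTCF it was -0.45 in both. The reversal was 31.5% ± 0.45 with wild-type CTCF and 43.2% ± 0.83 with mutated CTCF (SD over the 2 directions of the split). The SD covers only the exchange of the replicates, so no test was made of the gap between the CTCF forms. A minimum mean of 50 moved both most, to 43.0% and 49.7%.

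**Figure D3:**
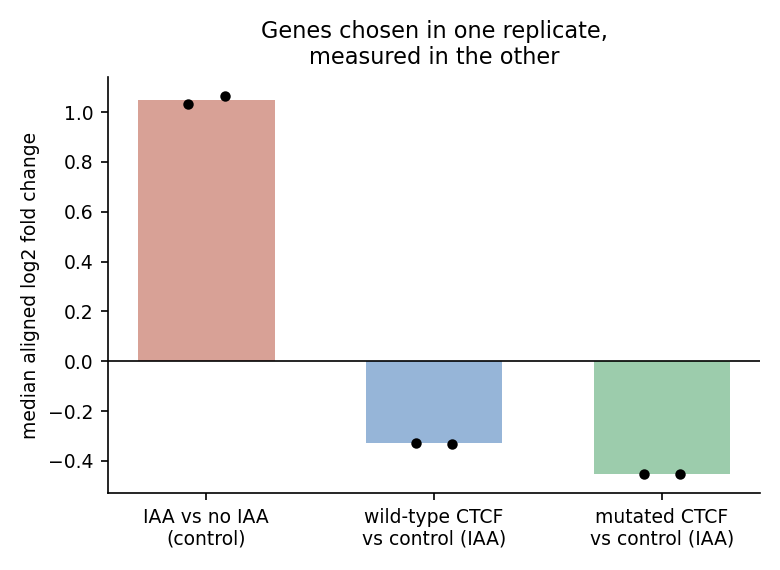
Bars give the mean over the 2 directions of the split of the aligned median log2 fold change of the genes chosen in one replicate (872 and 829 genes) and measured in the other, and points give each direction. The change is 1.03 and 1.07 with IAA and lies below 0 for both CTCF forms, at -0.33 with wild-type and -0.45 with mutated CTCF.

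Per gene, 743 of the 3062 genes raised by IAA (24.3%) were past the threshold and lower with wild-type CTCF than in the control with IAA, and 993 (32.4%) were with mutated CTCF. Both applied to 384 genes and neither to 1710 (55.8%). Of the same raised genes, 507 passed in the other direction with wild-type CTCF, further up, and 309 with mutated CTCF. Of the 2905 genes lowered by IAA, 1226 (42.2%) were higher with wild-type CTCF and 1489 (51.3%) with mutated CTCF, with 811 in both and 34.5% in neither, while 150 and 147 passed further down. These counts share the libraries of the control with IAA with the IAA effect, which favours opposite calls. They are also on the authors' scale, where the median change over all genes was 0.057 with wild-type and 0.055 with mutated CTCF. After median-of-ratios rescaling the wild-type calls went from 3407 higher and 1584 lower to 2548 and 2513. The gap between raised and lowered genes may therefore depend on the scale. The direct comparison of mutated with wild-type CTCF shares no library with the IAA effect. In it, the genes raised by IAA had a median log2 fold change of -0.066 (fry adjusted p = 0.069) and the genes lowered by IAA 0.040 (fry adjusted p = 0.40). Neither set passed on the authors' scale without the block, and both passed with the replicate block (fry adjusted p = 0.0052 and adjusted p = 0.0066; pairing check 0.0037, and 0.025 about 0). Without the block both passed after median-of-ratios rescaling (adjusted p = 3.9e-05 and adjusted p = 0.0056; adjusted p = 2.2e-04 and adjusted p = 0.013 with the block added) and with equal totals (adjusted p = 4.8e-04 and adjusted p = 0.036). The 366 genes raised at least 2-fold had a median of -0.22. The 314 lowered at least 2-fold had a median of -0.12, opposite in sign to that of all lowered genes. Across the 15818 genes the 2 sets of fold changes were correlated at r = -0.118 and rho = -0.142, where genes are not independent replicates.

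Of the pluripotency list, 19 genes were tested. With IAA, 13 passed the threshold over all genes and 13 when adjusted over the list alone. Tdgf1, Nr5a2, Lin28a, Tfcp2l1 and Dppa3 were higher, by log2 fold changes from 0.13 to 1.96 at Dppa3. Utf1, Nr0b1, Klf5, Dppa4, Prdm14, Tbx3, Zfp42 and Esrrb were lower, down to -2.24 at Utf1. The list as a whole did not pass with IAA on the authors' scale without the block (median log2 fold change -0.011, fry adjusted p = 0.22; 0.0498 with the replicate block, pairing check 0.0037, and 0.025 about 0). Without the block it passed after median-of-ratios rescaling (adjusted p = 0.015) and with equal totals (adjusted p = 0.0046). With wild-type CTCF against the control with IAA, 12 genes passed (12 over the list alone) and the list passed (median log2 fold change 0.17, fry adjusted p = 0.036; 0.010 with the block). Those higher were Tdgf1, Klf5, Nr5a2, Esrrb, Klf2, Sall4, Prdm14, Zfp42, Nanog, Pou5f1 and Lin28a, and Dppa3 was lower. With mutated CTCF, 12 passed (13 over the list alone): Zfp42, Tbx3, Nanog, Tdgf1, Pou5f1, Esrrb, Klf4, Klf5 and Nr0b1 were higher and Dppa3, Dppa2 and Lin28a lower (list median 0.077, fry adjusted p = 0.21; 0.026 with the block). Without the block the list passed with equal totals (fry adjusted p = 0.028) but not after median-of-ratios rescaling (adjusted p = 0.078). Between mutated and wild-type CTCF, 15 passed (15 over the list alone), and the list's median was -0.18 (fry adjusted p = 0.11; 0.026 with the block). Here the list passed without the block after median-of-ratios rescaling (fry adjusted p = 0.0019) and with equal totals (adjusted p = 0.0046). Lin28a, Dppa3, Dppa2, Sall4, Nr5a2, Prdm14, Zfp42, Pou5f1, Klf2 and Nanog were lower, and Esrrb, Klf5, Tbx3, Klf4 and Nr0b1 higher. The rise of Zfp42 with mutated CTCF became -0.010 after correction for GC content and gene length. Whether the authors' counting divided reads among copies of these genes elsewhere in the genome is not stated, so small changes are uncertain.

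Of the 14 genes of cohesin and its regulators, 6 passed with IAA (6 over the list alone). Smc1a, Mau2, Pds5b, Stag2 and Stag1 were higher, by log2 fold changes from 0.18 to 0.65, and Esco2 was lower at -0.51 (list fry adjusted p = 0.036; 0.013 with the replicate block, pairing check 0.0037, and 0.025 about 0). The list's median of 0.051 went to -0.00044 when libraries were rescaled to the same total, where the list still passed (adjusted p = 0.0046). With wild-type CTCF against the control with IAA, 4 passed (4 over the list alone): Stag1, Stag2 and Nipbl were lower and Esco2 higher (list median -0.028, fry adjusted p = 0.40; 0.26 with the block). The list passed after median-of-ratios rescaling (-0.084, fry adjusted p = 0.015; 0.023 with the block added) and with equal totals (-0.058, adjusted p = 0.0046). With mutated CTCF 7 passed (9 over the list alone), with Hdac8, Stag1, Nipbl and Stag2 lower and Rad21, Smc3 and Esco2 higher (list median 0.029, fry adjusted p = 0.90; 0.88 with the block). The list's median changed sign after median-of-ratios rescaling (-0.022) and with equal totals (-0.0023). The list passed there (fry adjusted p = 0.041 and adjusted p = 0.017), but fry does not test the median, so no reversal is shown. After correction for GC content and gene length the falls of Nipbl and Stag2 with mutated CTCF became 0.015 and 0.039. Between mutated and wild-type CTCF 7 passed (7 over the list alone), with Hdac8 and Stag1 lower and Stag2, Pds5a, Rad21, Smc3 and Esco2 higher (list median -0.0010, fry adjusted p = 0.40; 0.31 with the block). The fall of Stag1 became a rise of 0.093 after that correction, so its direction is not settled.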

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

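The tests of a single library swapped between groups and of one factor of any size, the sizes of the rescaling shifts and the comparison of Ahr with the control were chosen only after the results were seen; the other tests here were chosen before theirs.

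The effects of wild-type and mutated CTCF against the same control line differed at 5489 genes by the direct test of the difference. Of these, 388 passed the threshold in both rescue comparisons in opposite directions, 222 of them higher with wild-type and 166 higher with mutated CTCF. Several technical explanations were weighed first. Under median-of-ratios rescaling 99.98% of the 5489 calls kept their call and direction, but it moved this comparison by a median of 0.0048 on the log2 scale, against a median standard error of 0.10. That shift is too small for a test of its own, so factors of any size were tried as well. With the mutated libraries multiplied by 81 factors, from a 2-fold decrease to a 2-fold increase, the fewest genes called were 5489, those of the authors' scale, and at least 585 genes reached an absolute log2 fold change of at least 1. No single factor in this range removes the difference. After every library was thinned to the smallest one 87.9% did, and after correction for GC content and gene length 83.7% did. Without the 10 genes with the most reads and with the rest rescaled, 99.85% did, with a median shift of 0.0022, and reads taken up by a few genes act on the rest as one factor. For 8 of 8 libraries the most correlated library was the other replicate of its own group, which speaks against a swap of single libraries but could not detect a swap of whole pairs. The wild-type pair spread more than the other pairs (chi-square of 3.35 per degree of freedom), and its second library may hold carried-over mature RNA, as described below. How many of the calls these account for was not tested. With only the 2 groups compared, 4895 genes passed. Differences between the cell lines other than the CTCF they carry also remain: the design has 0 libraries of the wild-type or mutated CTCF lines without IAA. The difference between the CTCF forms therefore cannot be told apart from another difference between the lines, such as the expression level of the transgene or the history of the line.

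The 6 genes named for mutated against wild-type CTCF each moved in opposite directions against the same control with the 2 forms. They were chosen in these libraries for the largest difference between the forms. That choice favours opposite directions and calls that persist under the alternatives. Mutated against wild-type CTCF, the log2 fold change was -3.27 at Cyp1a1, -2.34 at Wls, -2.29 at Ebf1, 2.49 at Vmn2r1, 1.79 at Gm42951 and 1.73 at Gm46392. Each had the same direction and passed the threshold under each alternative that could be tested. For Cyp1a1, lower transcription of the gene for its receptor, Ahr, was tested as an explanation. Ahr was lower with mutated CTCF by a log2 fold change of -0.11, which did not pass the threshold (SE 0.059, adjusted p = 0.14), although both mutated libraries lay below both wild-type ones. Ahr was no higher in the control with IAA (784 ± 24 normalized reads) than with mutated CTCF (835 ± 8.3). That difference did not pass either (mutated CTCF against the control with IAA, log2 fold change 0.093, limma adjusted p = 0.24). Cyp1a1 nevertheless stood at 152 in the control with IAA against 30.4 with mutated CTCF. The level of Ahr transcription therefore does not account for the fall of Cyp1a1. Other targets of this receptor were looked up after the results were seen. Ahrr (-1.98), Cyp1b1 (-3.39), Nqo1 (-0.61) and Ugdh (-0.31) were also lower with mutated than with wild-type CTCF, each past the threshold. Tiparp did not pass (-0.053, limma adjusted p = 0.30). Cyp1b1 rests on few reads, at 3.08 normalized reads with mutated CTCF. With 0 libraries of these lines without IAA, a line difference remains a candidate explanation for all 6 genes.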

How the results depend on the processing

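Limma-voom, the GC and length correction and this correction with the replicate block were added after the data were seen. All 24 results for genes named by the extreme-change rule had the same direction and passed the threshold in each of the 312 gene and setting results that left no library out. The genes were chosen in these same libraries as the largest changes past the threshold, which favours this outcome.

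Of 987 such results for members of the fixed lists, 909 were the same, 70 no longer passed and 8 reversed. Dropping the mean-variance trend gave 43 of the 70. The 8 reversals are 4 genes after GC and length correction, with or without the replicate block: for mutant rescue Zfp42 (-0.010), Nipbl (0.015) and Stag2 (0.039), and for mutant against wild type Stag1 (0.093). The direction of these 4 small changes depends on that correction.

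The counts of genes past the threshold ranged from 3946 to 6667 for IAA, 2379 to 5609 for wild-type rescue, 3228 to 5920 for mutant rescue and 3263 to 6055 for mutant against wild type. Of the alternatives, only dropping the mean-variance trend moved such a count by more than 1.5 times. It gave 3946 genes for IAA, 2379 for wild-type rescue, 3228 for mutant rescue, 3263 for mutant against wild type and 3869 for mutated CTCF against the untreated control; the cause was not tested.

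Counts of genes with an absolute log2 fold change of at least 1 depend on low genes. With a minimum mean of 50 they were 282 for IAA, 97 for wild-type rescue, 158 for mutant rescue and 201 for mutant against wild type. With a pseudocount of 10 they were 353, 116, 181 and 255. Without a filter, wild-type rescue gave 466. Whether depth sets these counts was not tested.

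The reversal by wild-type and mutated CTCF was 43.0% and 49.7% with a minimum mean of 50, 39.97% and 45.7% with a pseudocount of 10, 31.02% and 42.02% without a filter, and 29.0% and 42.2% with genes chosen at 0.5. The wild-type value was 32.5% under median-of-ratios rescaling and 32.2% with equal totals. In each setting run the mutated form had the higher value, by a gap that shrank with the minimum mean of 50 and the pseudocount of 10; the cause was not tested.

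Medians over all genes follow the scale. Median-of-ratios rescaling put them at 0.0010 for wild-type rescue and 0.0042 for mutant rescue, and equal totals at -0.053 for IAA and 0.024 for mutant rescue.

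For mutant against wild type, both sets of genes changed by IAA passed where they had not, with the same direction, under 4 settings. For the raised and the lowered genes the medians were -0.061 and 0.045 with median-of-ratios rescaling, with or without the block, -0.067 and 0.039 with equal totals, and -0.066 and 0.040 with the replicate block alone. Neither passed with limma-voom or with only the 2 groups compared.

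List medians near 0 changed sign with the scale. The cohesin list reversed with equal totals for IAA (-0.00044) and mutant rescue (-0.0023). With median-of-ratios rescaling it reversed for mutant rescue (-0.022) and mutant against wild type (0.0038), with the same values when the replicate block was added. The cohesin list passed fry for IAA with equal totals and for mutant rescue under both rescalings without the block. Those calls do not test the median, so they do not show a reversed change. For wild-type rescue the cohesin list passed with equal totals (-0.058) and with median-of-ratios rescaling with or without the block (-0.084). For IAA, the pluripotency list passed with equal totals (-0.063), median-of-ratios rescaling with or without the block (-0.0091) and the block alone (-0.011). For mutant against wild type it passed with equal totals (-0.19), median-of-ratios rescaling with or without the block (-0.18) and the block (-0.18). For mutant rescue it passed with equal totals (0.045) and the block (0.077). With only the 2 groups compared, the cohesin list for IAA (0.051) and the pluripotency list for wild-type rescue (0.17) no longer passed. The calls of the list and set tests depend on the scale and the block; beyond that, the cause was not tested.

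Leaving out a library of a group compared leaves 1 in that arm, so no calls were made there. In the 4 such fits per comparison, 0 to 3 called genes changed sign, though the calls came from fits to these same libraries. The count with an absolute log2 fold change of at least 1 ranged from 750 to 824 for IAA, 346 to 459 for wild-type rescue, 494 to 561 for mutant rescue and 645 to 763 for mutant against wild type. Cohesin list medians ranged from 0.046 to 0.098 for IAA, -0.052 to 0.0028 for wild-type rescue and 0.00078 to 0.061 for mutant rescue. For mutant against wild type they ranged from 0.013 to 0.036, opposite in sign to the full value of -0.0010 in all 4 fits. Those of the pluripotency list ranged from -0.053 to -0.0017 for IAA, 0.072 to 0.15 for mutant rescue and -0.23 to -0.10 for mutant against wild type. For mutant against wild type, the median of the genes raised by IAA ranged from -0.093 to -0.032. That of the genes lowered by IAA ranged from 0.017 to 0.067. Leaving out a library of a group outside the comparison kept each count within 1.5 times of the full one, from 6052 to 6271 for IAA. The reversal was not run with a library left out, since it needs both replicates, and the values planned for Ctcf and the protocadherin list were not computed.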

Other observations

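The sizes of the rescaling shifts, the adjacent-gene correlation by replicate number, the ribosomal protein medians under rescaling, the receptor target test in the mutated CTCF line and the adjustment of the receptor target tests were chosen only after the results were seen; the other tests were chosen before theirs. Each pattern was noticed in the same data, so all explanations here are hypotheses.

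Cyp1a1 and Ahrr, both targets of the aryl hydrocarbon receptor, rose with IAA by log2 fold changes of 3.89 and 2.20, and stood 4.88 and 2.66 above the untreated control in the line with wild-type CTCF and IAA. A candidate explanation is that IAA, an indole, acts on this receptor apart from the loss of CTCF. Of 9 other receptor target genes listed for the test, 4 were tested: Cyp1b1, Nqo1 and Ugdh were higher and Tiparp lower in both comparisons. Their median log2 fold change was 0.48 with IAA (fry adjusted p = 0.063 over 3 comparisons) and 0.53 for wild-type CTCF with IAA against the untreated control (adjusted p = 0.054). Their mean was above both untreated libraries in 2 of 2 libraries each time, but neither test passed after adjustment. For mutated CTCF with IAA against the untreated control the median was 0.070 (adjusted p = 0.51), and 0 of 2 libraries lay above both untreated ones. Technical explanations were tested as well. All 4 gene and comparison pairs of Cyp1a1 and Ahrr kept their call under both rescalings, whose median shifts of at most 0.082 are far below the smallest of these rises, 2.20, so the scale does not account for them. All 4 kept their call after GC and length correction, and the fewest reads behind a raised library was 131. The mutated CTCF line had the same IAA treatment, and there Cyp1a1 and Ahrr stood 1.60 and 0.68 above the untreated control on the log2 scale (limma adjusted p = 2.9e-09 and adjusted p = 2.2e-04, both libraries above both untreated ones). The rise was thus present but smaller in that line, and what sets its size was not tested. The design has no line without the degron treated with IAA, so IAA and CTCF loss cannot be separated in the control line.

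Adjacent genes tended to change together with IAA. Over 15778 pairs of neighbouring tested genes the log2 fold changes were correlated at r = 0.111, against at most 0.033 in absolute value over 10000 permuted orders (p = 1e-04, the smallest they can give; adjusted p = 1e-04 over 8 tests). Taking the libraries of one replicate number at a time gave 0.0879 and 0.107. Opposite-strand neighbours more than 10 kb apart still gave r = 0.075 over 3860 pairs (permutation p = 1e-04), so overlap or read-through does not account for all of it. The correlation was 0.108 after GC and length correction, and 0.0996 when pairs with the same first 3 letters in their symbols were left out. The difference between the 2 libraries of a group, which carries library noise but no treatment, gave a median r of 0.0093 over the 4 groups. Rescue and mutant comparisons showed the same tendency, with r from 0.106 to 0.154 over all adjacent pairs. The correlation is weak, and it may reflect regulation shared by neighbouring genes. Genes are not independent replicates.

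The 2 wild-type CTCF libraries differed most among the replicate pairs. Among 4248 genes with a mean of at least 1000, 20 differed by at least 0.3 on the log2 scale and all 20 were higher in the second library. They include the annotated ribosomal RNA CT010467.1 (0.42), the small RNA gene Gm23935 (0.41) and the protein-coding genes Lars2 (0.44) and Cmss1 (0.37). In the control with IAA the same 4 genes differed between the libraries by -0.078, -0.13, -0.12 and -0.11. Shared sequence with the annotated CT010467.1 transcript was tested as the source: the 3 gene bodies held 0 of its 31-base stretches, so reads of that transcript do not explain the other 3 genes. Other parts of the ribosomal precursor were not tested. A second hypothesis was that more unlabelled mature RNA was carried into the second library. The 72 ribosomal protein genes not already among the 20 had a median difference of 0.15 against 0.050 for all genes, above the highest of 10000 expression-matched random lists (0.079), and 69 of 72 were higher. In the other groups their medians were -0.011, -0.042 and 0.021. Under both rescalings the wild-type difference was 0.10, against -0.0019 and -0.0011 for all genes. This is consistent with carry-over of mature RNA, which short-pulse labelling is meant to exclude. The same genes rose with IAA (median 0.21, 68 of 72 higher, against -0.0017 for all genes; 0.21 and 0.16 under the rescalings). Against the control with IAA they were higher again with wild-type CTCF (median 0.12, 58 of 72 higher, against 0.057 for all genes; 0.062 and 0.087 under the rescalings). With mutated CTCF against the control with IAA their median was -0.015 (29 of 72 higher, against 0.055 for all genes), and with mutated against wild-type CTCF -0.13 (14 of 72 higher). CT010467.1, Gm23935, Lars2 and Cmss1 also rose with IAA, by 0.33 to 0.43 (limma adjusted p at most 1.9e-06). Between mutated and wild-type CTCF none of them passed (-0.052 to -0.0087, limma adjusted p at least 0.47), unlike the shift of the ribosomal protein genes. Whether the group differences of the ribosomal protein genes come from transcription or from carry-over was not tested.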
